# Evaluating biomarkers in canine cytotoxic interface dermatitis reactions to account for clinical and histopathological similarities and differences

**DOI:** 10.3389/fvets.2024.1471590

**Published:** 2025-01-22

**Authors:** Shriya Kannan, Neil B. Wong, Grace E. Ryan, Nia E. R. James, Ayodeji Ajayi, Janet E. Lubov, Clement N. David, Linda Wrijil, Nicholas A. Robinson, Kelly Hughes, Ramon M. Almela, Jillian M. Richmond

**Keywords:** cytotoxic interface dermatitis (CID), discoid lupus erythematosus (DLE), epitheliotropic lymphoma (EL)/cutaneous T cell lymphoma (CTCL), pemphigus, erythema multiforme, Vogt–Koyanagi–Harada (VKH), canine (dog), pharmaco-transcriptomics

## Abstract

Cytotoxic interface dermatitis (CID) is a pattern reaction predominantly at the dermo-epidermal junction that encapsulates numerous chronic non-communicable inflammatory skin conditions in which the basal keratinocytes are attacked by T-cell infiltrate leading to apoptosis, lymphocytic satellitosis and vacuolar degeneration. Though many diseases include CID, the type of clinical presentation and tissue patterns expressed from disease to disease varies. In this study, we evaluate the commonalities and discrepancies in significantly expressed biomarkers across several CID conditions to examine their impact on clinical presentations in canines. Among the uniquely expressed genes in each disease, we observed significantly expressed *IFNG* in Discoid Lupus Erythematosus, *TRAT1* in Epitheliotropic Lymphoma, and *CXCL8* and *CSF3R* in pemphigus affected dogs. With this knowledge, we may be able to use molecular signatures in combination with current treatment practices to develop a more targeted treatment plan for patients with CID.

## Introduction

Cytotoxic interface dermatitis (CID) is a cutaneous immunological reaction at the dermal-epidermal junction (DEJ) (1). The mononuclear cell-rich infiltrate (usually lymphocytic) may obscure the DEJ (2). However, the hallmark to this pattern is keratinocyte cell death confirmed by the presence of apoptotic keratinocytes, evidence of vacuolar degeneration at the DEJ, and satellitosis. CID is observed in different autoimmune and immune-mediated conditions such as erythema multiforme (EM) and variants of Cutaneous Lupus Erythematosus (CLE) (3). These conditions are notoriously difficult to distinguish histologically and often require trial and error to achieve treatment responses.

Clinical management of CID, however, remains unsatisfactory. Due to the difficulty associated with diagnosing and managing these cutaneous conditions and overlap syndromes, many medications are limited in their effectiveness in a patient. Topical immunosuppressants and products such as corticosteroids are currently being prescribed to manage disorders such as DLE in both humans and companion animals (4, 5). For more severe cases of cutaneous disorders such as EM, global immunosuppressive therapy is required which poses significant side effects (6–8).

Pet dogs develop CID conditions just like their human companions. Dogs may serve as an important model for CID given that they share a similar pathomechanism, molecular signature, environment and sometimes diet as people they live with. In this paper, we sought to discover biomarkers and cell types for a variety of CID conditions in dogs to identify molecular signatures for diagnosis and potentially targeted medications that could extend to similar disorders. We present data demonstrating shared and unique differentially expressed genes (DEGs) with protein-level confirmation using immunohistochemistry.

## Results

### Gene expression analysis in cytotoxic interface dermatitis reveals clusters by clinical subtypes

Using the NanoString nCounter platform, we performed a meta-analysis of our previously published case series, and an unbiased gene expression analysis in a discovery cohort of erythema multiforme (EM) samples from the Tufts biorepository. In total, these cases included 4 chronic cutaneous lupus erythematosus (9), 7 discoid lupus erythematosus (DLE) (10), 6 epitheliotropic lymphoma (EL) (11), 4 pemphigus variants (12) and 3 pigmentary disorders including 1 vitiligo and 2 Vogt–Koyanagi–Harada (VKH)-like cases (13) (detailed clinical presentation in Table 1). Here, we present 4 erythema multiforme (EM) cases, 3 pyoderma cases, 1 cell poor vasculitis (CPV) case, and 1 mucocutaneous lupus erythematosus (MLE) case. 

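Of these dogs, 1 with EM (case 2 in Table 1), 1 with CPV and 2 with pyoderma (cases 1 and 2) were analysed here. The other cases and healthy skin were not analysed here. The authors hybridized RNA from formalin-fixed, paraffin-embedded skin biopsies to a custom NanoString nCounter panel, which counts barcoded probes without amplification, and deposited the raw count of each probe without scaling. The panel held 160 targets, 6 positive control probes and 8 negative control probes. Counts over all targets summed to 599521 in the EM biopsy, 808877 in the CPV biopsy, 598672 in pyoderma case 1 and 517282 in pyoderma case 2. The 5 most abundant targets took between 65.4% and 72.0% of the counts of a biopsy. Background, taken as the mean + 2 SD of the negative control probes, lay between 13.0 and 16.3 counts, and between 137 and 147 of the 160 targets exceeded it. Targets were listed by RefSeq transcript, and 72 of the 160 were paired with a gene symbol through a RefSeq gene table of another assembly, UU_Cfam_GSD_1.0. No value is given for a gene of the paper whose symbol was not among them, such as *TRAT1*, *CSF3R*, *PECAM1*, *CRHR2* and *FOXO3A*. Counts were scaled by the geometric mean of *B2M*, *RPL13A* and *HPRT1* and are given as normalized counts. Intervals are 95% Poisson limits, which cover counting error only. With 1 EM dog, no difference from EM has a replicate check on the EM side.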

We compared true CID to other inflammatory conditions that do not attack the basal keratinocytes like pyoderma and CPV as well as to healthy skin controls that were obtained from leg amputations. 

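The EM biopsy was set against the 3 comparatives, which were the CPV biopsy and both pyoderma biopsies. The test was edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 160 targets, in which the lone EM dog was assumed to vary like the comparatives. No target passed an adjusted p of 0.05 (smallest adjusted p = 0.714). At an unadjusted p under 0.05 there were 6 targets, 3 higher and 3 lower in EM, and DESeq2 gave 0 adjusted and 11 unadjusted calls, 2 higher and 9 lower. The split followed the scaling, from 7 higher and 2 lower with edgeR's TMM to 2 higher and 7 lower without *HPRT1* in the scaling. On simulated counts of 160 targets with a dispersion of 0.3, near the 0.327 estimated from these biopsies, the test recovered 39.4% of 8-fold changes and 5.36% of 3-fold changes. All simulated targets shared 1 dispersion, whereas the log2 SD of the comparatives was 0.16 for *IFNG* and 3.80 for NM_001002987.2. These rates thus need not hold for these biopsies. Leaving out the CPV biopsy, or fitting EM, CPV and pyoderma as 3 groups, moved the count to 2 targets, both with a negative log2 fold change. For 1 of them, NM_001002987.2, named after its values were seen, this rests on pyoderma case 2: the EM count of 240 lay above the 53 of pyoderma case 1, and without case 2 the log2 fold change was 1.75. The EM value lay outside the range of the 3 comparatives for 88 of the 160 targets (55%), where chance gives 50%. An exact permutation test of 1 dog against 3 cannot go below p = 0.25.

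*DCT* (NM_001284466.1), which encodes a melanin synthesis enzyme, had 258 normalized counts in the EM biopsy and 43.9 ± 10.2 (SD, n = 3) in the comparatives, a log2 fold change of 2.55 (standard error 0.715, adjusted p = 0.714 from edgeR's quasi-likelihood test). *CCL24* (NM_001003967.1) had 166 normalized counts in EM and 22.7 ± 22.3 (SD, n = 3) in the comparatives, with its CPV count within background, and its log2 fold change was 2.86 (standard error 1.03). *CCL7* (NM_001010960.1) had 25.5 normalized counts in EM and 206 ± 90.4 (SD, n = 3) in the comparatives, a log2 fold change of −3.01 (standard error 1.02). The adjusted p of *CCL24* and *CCL7* from the same edgeR test was also 0.714. The standard errors were derived from the F statistic of that test, and the lone EM dog added no spread to them. The median log2 fold change of all targets was −0.30 under this scaling and ran from −0.47 to 0.09 under 8 other scalings. Relative to the median log2 difference of the panel, the EM biopsy differed by 2.74 for *DCT*, 3.60 for *CCL24* and −2.67 for *CCL7*. The value of *CCL24* rests in part on the CPV count of 3: its log2 difference of 3.41 was 2.48 without CPV, 2.67 with a pseudocount of 10 and 5.20 after subtraction of background.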

We found 79 differentially expressed genes (DEGs) with a log_2_FC > 1.5 (56 up, 13 down) among DLE samples, 45 significant DEGs (34 up, 11 down) among EL samples, 51 significant DEGs (40 up, 11 down) among EM samples, 56 significant DEGs (44 up, 12 down) among Pemphigus samples, and 51 significant DEGs (42 up, 9 down) among Pigmentary disorder samples (Figures 1A,B). 

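Because healthy skin was not analysed here, the numbers of DEGs against it were not recomputed. The EM biopsy is 1 of the 4 EM cases, and 7 genes named on the plots of Figures 1A,B were paired with a target. *CCL5* (NM_001003010.1) had 3006 normalized counts in the EM biopsy and 1530 ± 359 (SD, n = 3) in the comparatives, a log2 difference of 1.00. *CXCL10* (NM_001010949.1) had 5957 normalized counts in EM and 2820 ± 772 (SD, n = 3) in the comparatives, a log2 difference of 1.12. Both genes were highest in EM under all 9 scalings compared, and both differences exceeded the SD of the comparatives. *CCL27* was higher in EM by 1.06 on the log2 scale, with 51.7 normalized counts against 27.1 ± 16.4 (SD, n = 3). It was highest in EM under 8 of the 9 scalings and in pyoderma case 1 under the other. Its CPV count was within background, and its log2 difference was 0.80 without CPV and 3.06 after subtraction of background. *CCL28* (38.6 normalized counts against 144 ± 63.2, SD, n = 3) and *CD86* (474 against 936 ± 298) were lowest in EM under all 9 scalings, with log2 differences of −1.76 and −0.93. The log2 difference of *CXCL12* was −0.52, and the EM biopsy was lowest under 5 of the 9 scalings. For *CCL3* the sign followed the scaling, with log2 differences from −0.45 to 0.18. None of the 7 genes passed the threshold in edgeR's quasi-likelihood test, with adjusted p from 0.714 to 0.910.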

Next, to find a relationship between different CID cases we performed hierarchical clustering to organize disorders in the 38 dogs based on gene expression status (Figure 1C). 

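Among the 4 biopsies analysed here, log2 normalized counts were scaled to unit variance for each target and clustered by correlation distance with average linkage, since the paper's text does not name the settings used in ClustVis. The CPV biopsy and pyoderma case 1 were the closest pair, with Pearson's r of −0.17 across targets. The EM biopsy then joined pyoderma case 2 (r = −0.27), although its r with pyoderma case 1 was −0.26. The 2 pyoderma biopsies had an r of −0.36 with each other and joined only in the last step. Centring each target over so few biopsies pulls these correlations below 0. Before that scaling, r between biopsies lay between 0.898 and 0.941 across targets, which are not independent replicates. With Euclidean distance on unscaled log2 values the closest pair was instead the EM biopsy and pyoderma case 1.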

We found that many cases clustered together, with a few cases exhibiting gene expression overlap across conditions.

**Table 1:** Discovery cohort signalments.

Case and diagnosis	GSM #	Signalment	Breed
CCLE, case 1	GSM5457071	7 yo, MN	German Shepherd
CCLE, case 2	GSM5457072	17 yo, MN	Mixed
CCLE, case 3	GSM5457073	5 yo, MN	Miniature Pinscher
CCLE, case 4	GSM5457074	6 yo, FS	West Highland White Terrier
DLE, case 1	GSM4869940	7 yo, MN	German Shepherd Cross
DLE, case 2	GSM4869942	9 yo, FS	Pitbull
DLE, case 3	GSM4869943	1 yo, FS	Boxer
DLE, case 4	GSM4869944	13 yo, MN	German Short Hair Pointer
DLE, case 5	GSM4869945	3 yo, MN	Saint Bernard
DLE, case 6	GSM4869946	5 yo, M	Mixed
DLE, case 7	GSM4869947	6 yo, MN	Coonhound
EL, case 1	GSM6506809	11 yo, FS	Labrador Retriever
EL, case 2	GSM6506810	13 yo, MN	Labrador Cross
EL, case 3	GSM6506811	9 yo, FS	Bloodhound
EL, case 4	GSM6506812	11 yo, MN	Dachshund
EL, case 5	GSM6506813	13 yo, MN	Golden Retriever
EL, case 6	GSM6506814	11 yo, FS	Olde English Bulldogge
EM, case 1	GSM7165607	11 yo, FS	Labrador Retriever
EM, case 2	GSM8302817	5 yo, FS	Boxer
EM, case 3	GSM7165608	11 yo, MN	Pomeranian
EM, case 4	GSM7165609	3 yo, MN	Shih Tzu
MLE, case 1	GSM4869948	6 yo, FS	Australian Shepherd
Pemphigus, case 1	GSM5218412	9 yo, FS	Labrador Cross
Pemphigus, case 2	GSM5218413	7 yo, FS	German Shepherd Cross
Pemphigus, case 3	GSM5218411	10 yo, FS	Miniature Schnauzer
Pemphigus, case 4	GSM5237149	12 yo, MN	Portuguese Water Dog
VKH, case 1	GSM4661969	2.5 yo, M	Bernese Mountain Dog
VKH, case 2	GSM4661970	2 yo, M	Husky
Vitiligo, case 1	GSM4661971	1 yo, MN	Labrador Cross

Comparatives and Diagnosis	GSM #	Signalment	Breed
Control (CPV), case 1	GSM8302818	4 yo, FS	Pomeranian
Control (Pyoderma), case 1	GSM8302820	7 yo, MN	Golden Retriever
Control (Pyoderma), case 2	GSM8302819	9 yo, MN	German Shepherd
Control (Pyoderma), case 3	GSM4869949	9 yo, M	Border Collie
Healthy, case 1	GSM4661972	6 yo, FS	Alaskan Malamute
Healthy, case 2	GSM4661973	12 yo, MN	German Shepherd Cross
Healthy, case 3	GSM4661974	8 yo, FS	Labrador Retriever
Healthy, case 4	GSM4661975	11 yo, MN	Golden Retriever
Healthy, case 5	GSM4661976	11 yo, FS	Siberian Husky Cross

FS, female spayed; MN, male neutered.

**Figure 1:**
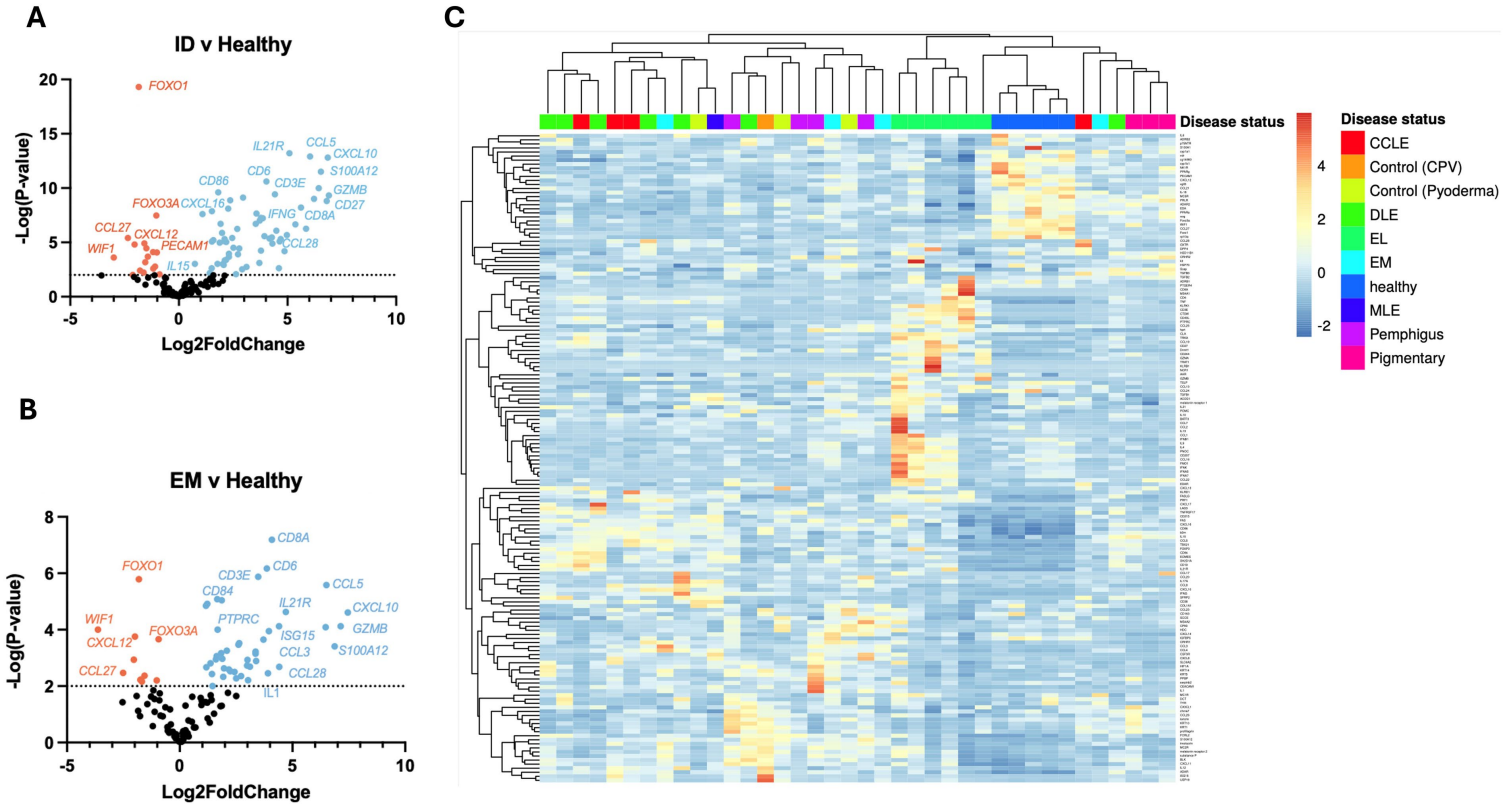
Examining gene expression in a discovery cohort of different clinical forms of canine CID reveals both unique and shared gene signatures. **(A)** Volcano plot of all CID samples versus healthy skin. **(B)** Volcano plot of a canine erythema multiforme (EM) dataset. **(C)** Heatmap with agglomerative clustering of all canine CID cases in the discovery cohort compared to healthy skin (*n* = 4 CCLE, 6 DLE, 6 EL, 4 EM, 4 pemphigus, 3 pigmentary and 5 healthy skin samples analyzed with a custom 160 gene probeset).

We then analyzed a validation cohort of 25 dogs (Table 2). Using the NanoString nCounter platform, we compared inflammatory skin disease samples to samples with EL exhibiting 167 significant DEGs (Figure 2A). We also compared DLE and Pemphigus samples to EL margins exhibiting 86 and 145 DEGs, respectively (Figures 2B,C) Using hierarchical clustering we again organized many disorders based on disease status (Figure 2D).

**Table 2:** Validation cohort signalments.

Case and Diagnosis	GSM #	Signalment	Breed
CCLE, case 1	GSM5457071	7 yo, MN	German Shepherd
CCLE, case 2	GSM5457072	17 yo, MN	Mixed
CCLE, case 3	GSM5457073	5 yo, MN	Miniature Pinscher
CCLE, case 4	GSM5457074	6 yo, FS	West Highland White Terrier
DLE, case 1	GSM4869940	7 yo, MN	German Shepherd Cross
DLE, case 2	GSM4869942	9 yo, FS	Pitbull
DLE, case 3	GSM4869943	1 yo, FS	Boxer
DLE, case 4	GSM4869944	13 yo, MN	German Short Hair Pointer
DLE, case 5	GSM4869945	3 yo, MN	Saint Bernard
DLE, case 6	GSM4869946	5 yo, M	Mixed
DLE, case 7	GSM4869947	6 yo, MN	Coonhound
EL, case 1	GSM6506809	11 yo, FS	Labrador Retriever
EL, case 2	GSM6506810	13 yo, MN	Labrador Cross
EL, case 3	GSM6506811	9 yo, FS	Bloodhound
EL, case 4	GSM6506812	11 yo, MN	Dachshund
EL, case 5	GSM6506813	13 yo, MN	Golden Retriever
EL, case 6	GSM6506814	11 yo, FS	Olde English Bulldogge
EM, case 1	GSM7165607	11 yo, FS	Labrador Retriever
EM, case 2	GSM8302817	5 yo, FS	Boxer
EM, case 3	GSM7165608	11 yo, MN	Pomeranian
EM, case 4	GSM7165609	3 yo, MN	Shih Tzu
MLE, case 1	GSM4869948	6 yo, FS	Australian Shepherd
Pemphigus, case 1	GSM5218412	9 yo, FS	Labrador Cross
Pemphigus, case 2	GSM5218413	7 yo, FS	German Shepherd Cross
Pemphigus, case 3	GSM5218411	10 yo, FS	Miniature Schnauzer
Pemphigus, case 4	GSM5237149	12 yo, MN	Portuguese Water Dog
VKH, case 1	GSM4661969	2.5 yo, M	Bernese Mountain Dog
VKH, case 2	GSM4661970	2 yo, M	Husky
Vitiligo, case 1	GSM4661971	1 yo, MN	Labrador Cross

Comparatives and diagnosis	GSM #	Signalment	Breed
Control (CPV), case 1	GSM8302818	4 yo, FS	Pomeranian
Control (Pyoderma), case 1	GSM8302820	7 yo, MN	Golden Retriever
Control (Pyoderma), case 2	GSM8302819	9 yo, MN	German Shepherd
Control (Pyoderma), case 3	GSM4869949	9 yo, M	Border Collie
Healthy, case 1	GSM4661972	6 yo, FS	Alaskan Malamute
Healthy, case 2	GSM4661973	12 yo, MN	German Shepherd Cross
Healthy, case 3	GSM4661974	8 yo, FS	Labrador Retriever
Healthy, case 4	GSM4661975	11 yo, MN	Golden Retriever
Healthy, case 5	GSM4661976	11 yo, FS	Siberian Husky Cross

FS, female spayed; MN, male neutered.

**Figure 2:**
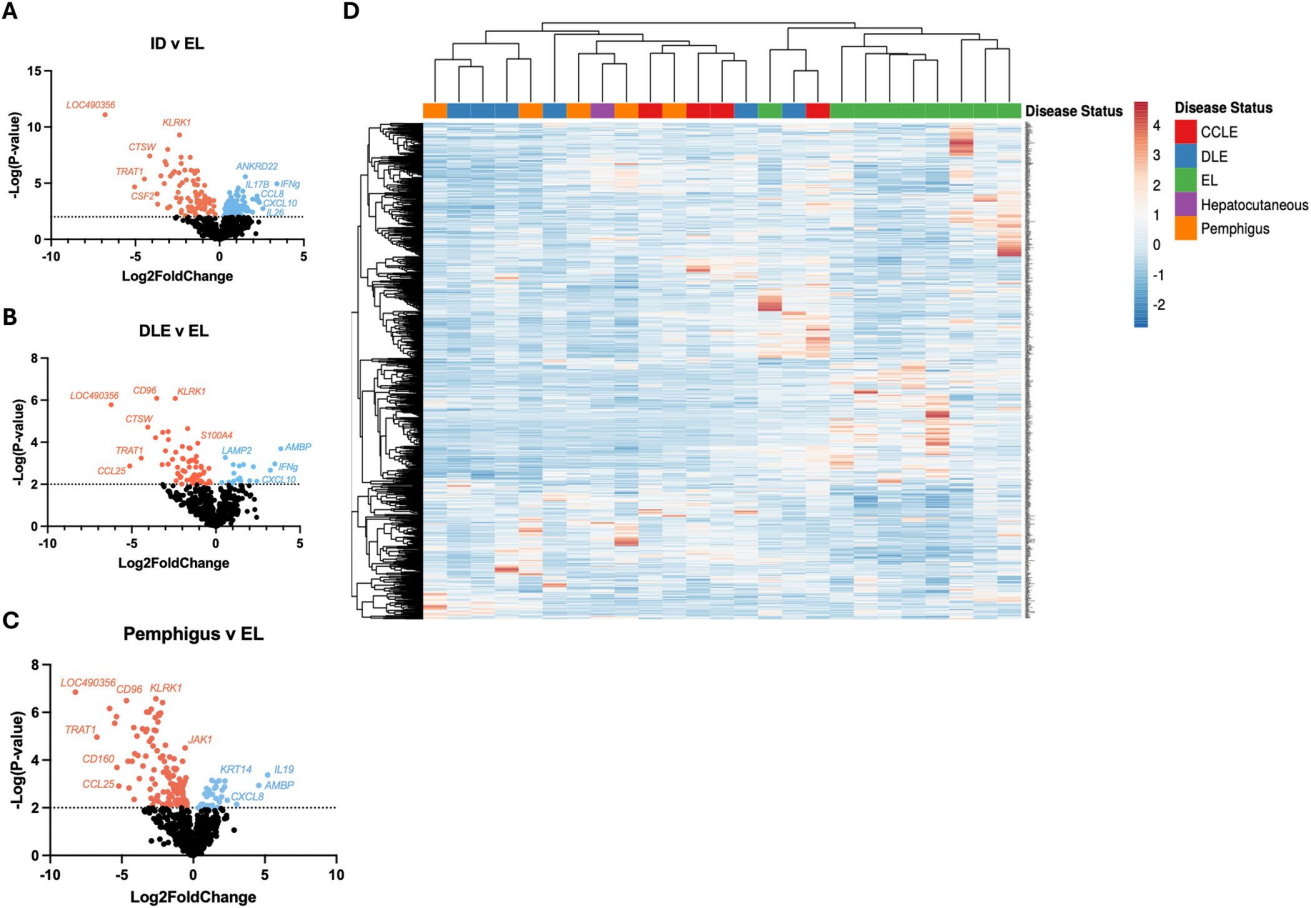
Examining gene expression in a validation cohort of different clinical forms of canine CID reinforces common and unique gene expression signatures. **(A)** Volcano plot of all CID samples versus epithelial lymphoma (EL) samples. **(B)** Volcano plot of a discoid lupus erythematosus (DLE) dataset. **(C)** Volcano plot of a pemphigus dataset. **(D)** Heatmap with agglomerative clustering of all canine CID cases in the validation cohort (*n* = 4 CCLE, 6 DLE, 9 EL, 1 HCS, 5 pemphigus, analyzed with a custom 800 gene probeset).

### Examination of differentially expressed genes reveals unique biomarkers of specific skin conditions

Using BioVenn (14) to organize the upregulated and downregulated genes, we were able to discover overlapping and unique gene signatures across the different types of CID. Specifically, we noted a unique expression of *IFNG* in DLE (*p* = 0.0213), a unique expression of *TRAT1* and *FOXO3A* in EL patients (*p* < 0.0001 and *p* < 0.0001), and *CXCL8* and *CSF3R* in pemphigus patients (*p* = 0.0002 and *p* = 0.0016) (Figures 3A,B). We then compared the gene expression of unique genes per disease type against healthy skin and other CID samples in the discovery cohort. 

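The DLE, EL, pemphigus, pigmentary and healthy samples of this comparison were not analysed here. In the EM biopsy, *CXCL8* (NM_001003200.1) had 697 normalized counts, and the comparatives had 1862 ± 1356 (SD, n = 3). The highest of these was pyoderma case 2, with 3396 normalized counts, and it was highest under all 9 scalings. The EM biopsy was lowest under 6 of them and the CPV biopsy under 3. The log2 difference of *CXCL8* was −1.16, and it was −0.60 without pyoderma case 2 and −1.63 without CPV. *CCL2* had 1541 normalized counts in EM and 3149 ± 444 (SD, n = 3) in the comparatives and was lowest in EM under all 9 scalings. *CCL8* had 342 normalized counts in EM and 659 ± 231 (SD, n = 3) in the comparatives and was lowest in EM under 8 scalings. *KRT1*, at 41485 normalized counts in EM, lay within the range of the comparatives, from 38013 in pyoderma case 2 to 92244 in CPV, but was lowest in EM under 1 of the scalings. *CCL21* also lay within their range, and its difference changed sign between scalings. In edgeR's quasi-likelihood test the adjusted p of these 5 genes ran from 0.714 to 0.901.

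**Figure D1:**
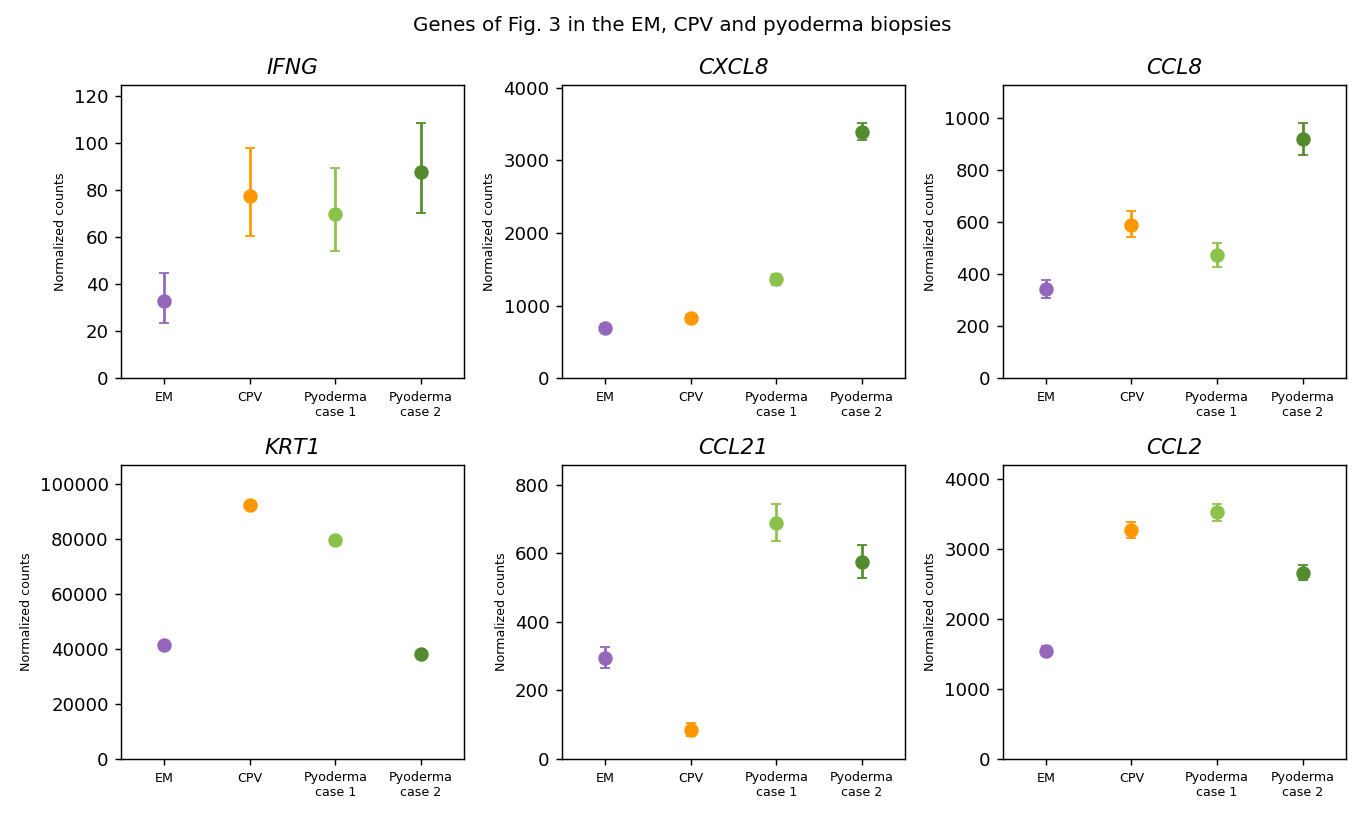
Normalized counts (linear axes from 0) of *IFNG*, *CXCL8*, *CCL8*, *KRT1*, *CCL21* and *CCL2* in the EM, CPV and pyoderma biopsies, 1 point per dog, with bars for the 95% Poisson limits. With housekeeping scaling, the EM point is lowest for *IFNG*, *CXCL8*, *CCL8* and *CCL2*; the CPV biopsy is lowest instead for *CXCL8* under 3 and for *CCL8* under 1 of the 9 scalings.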

We noted that healthy leg skin uniquely expressed *PECAM1* (Figure 3C). 

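*IFNG* (NM_001003174.1) was counted 40 times in the EM biopsy, above its background of 16.3 counts. This gave 32.9 normalized counts (95% Poisson limits 23.5 to 44.7), against 77.6 in CPV, 70.1 in pyoderma case 1 and a mean of 78.5 ± 8.88 (SD, n = 3) over the comparatives. The EM biopsy was lowest under all 9 scalings, with a log2 difference from the comparatives between −1.40 and −0.77, and of −1.63 after subtraction of background. With housekeeping scaling its upper limit lay under the lower limit of every comparative, and this held under 4 of the 9 scalings. Relative to the median of the panel the log2 difference was −1.04. The log2 fold change was −1.25 (standard error 0.829), and the gene was not past the threshold in edgeR's quasi-likelihood test (adjusted p = 0.714). DLE and healthy skin were not analysed here.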

*IFNG* was significantly upregulated in DLE (*p* = 0.0237) and trending toward significance in other CID conditions (Figure 3D). *TRAT1* was significantly elevated in EL (*p* = 0.013, Figure 3E). *CXCL8* was significantly upregulated in Pemphigus (*p* = 0.0053, Figure 3F). *CRHR2* was significantly elevated in pigmentary disorders (*p* = 0.0353, Figure 3G).

**Figure 3:**
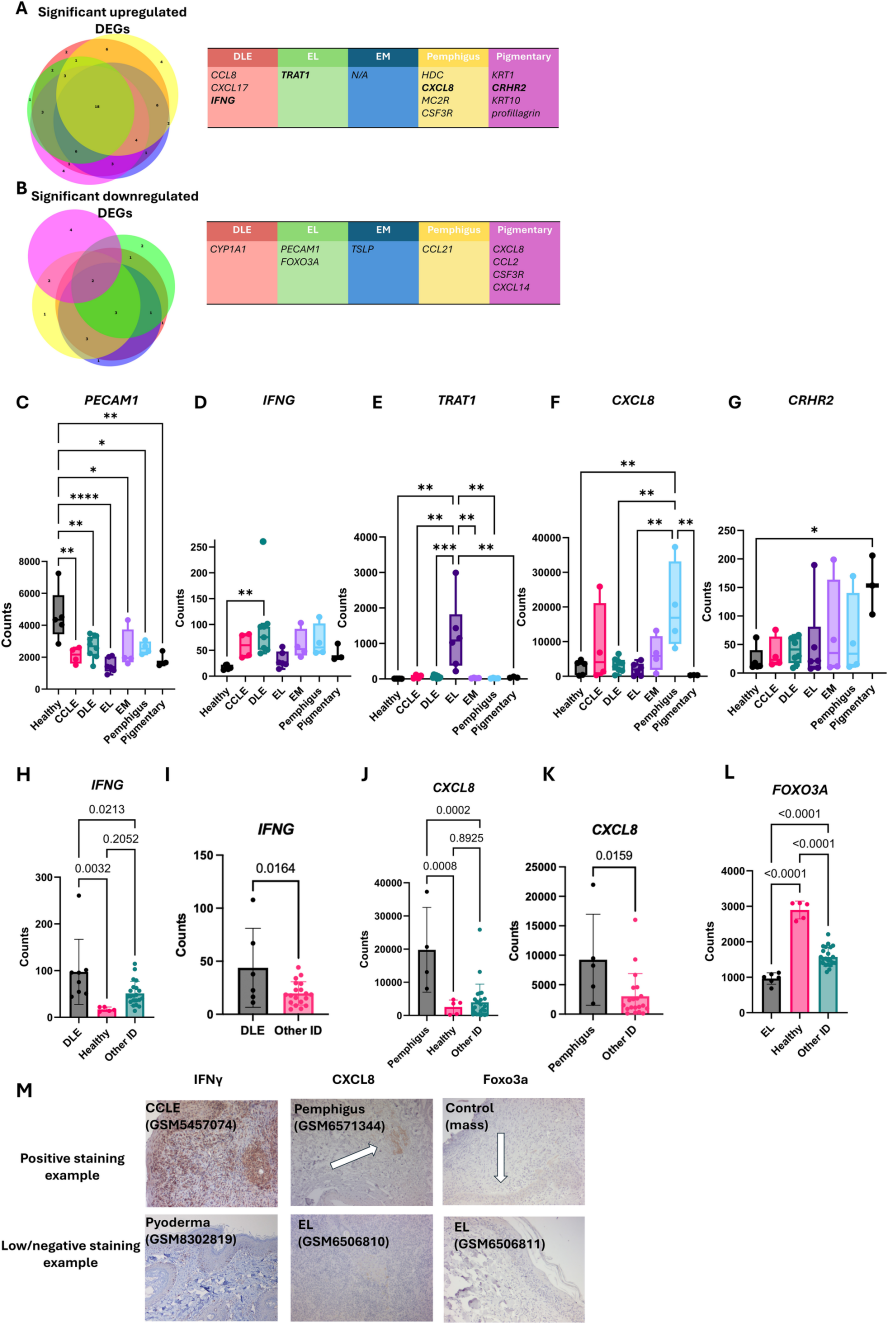
Examining unique gene expression in different clinical forms of canine CID reveals potential biomarkers of disease. **(A)** BioVenn diagrams demonstrating the overlap between gene signatures and the discrepancies that were upregulated in CID disorders. **(B)** BioVenn diagrams demonstrating the overlap between gene signatures and the discrepancies that were downregulated in CID disorders. Genes unique to specific disease entities in the discovery cohort (one-way ANOVAs with Tukey’s posttests significant as indicated) included **(C)** *PECAM1* in healthy skin, **(D)** *IFNG* in DLE, **(E)** *TRAT1* in EL, **(F)** *CXCL8* in pemphigus, and **(G)** *CRHR2* in pigmentary disorders. Examination of uniquely expressed genes in the **(H)** discovery and **(I)** validation cohorts of dogs for *IFNG*, **(J)** discovery and **(K)** validation for *CXCL8*, and **(L)** *FOXO3A* gene expression in the discovery cohort. *FOXO3A* was not included in the gene panel used for the validation cohort. **(M)** Example histology staining using anti-canine IFN-*γ*, CXCL8 and Foxo3A. Examples indicate positive IFN-γ staining in DLE, CXCL8 in pemphigus and a loss of FOXO3A staining in EL compared to a mass staining control, matching the gene expression analyses (*n* = 4 CCLE, 6 DLE, 6 EL, 4 EM, 4 pemphigus, 3 pigmentary and 5 healthy skin samples analyzed with a custom 160 gene probeset) (*n* = 4 CCLE, 6 DLE, 9 EL, 1 HCS, 5 pemphigus, analyzed with a custom 800 gene probeset).

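The biopsy of pyoderma case 2, the example of low or negative IFN-γ staining in Fig. 3M, had an *IFNG* count of 85, or 87.8 normalized counts (95% Poisson limits 70.2 to 109). This was the highest *IFNG* value of the 4 biopsies under 8 of the 9 scalings and second to CPV under the other. With housekeeping scaling its interval overlapped those of CPV (60.5 to 98.0) and pyoderma case 1 (54.0 to 89.6). It overlapped that of pyoderma case 1 under all 9 scalings and that of CPV under all but the panel total, where the limits were 82.8 to 128 in pyoderma case 2 and 42.6 to 69.0 in CPV. The DLE and CCLE biopsies were not analysed here. The paper states the match of staining with gene expression for IFN-γ in DLE, CXCL8 in pemphigus and FOXO3A in EL.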

We further examined the DEGs identified in Figure 3 by comparing each condition to pooled other conditions in both the discovery and validation cohorts. We validated significant upregulation of *IFNG* in DLE (*p* ~ 0.01) (Figures 3H,I), and a significant upregulation of *CXCL8* and *CSF3R* in pemphigus (Figures 3J,K and Supplementary Figure S1). We also noted a significant downregulation of *FOXO3A*, a regulatory gene for apoptosis, within EL patients (Figure 3L, *P* < 0.0001). This gene was not included in the canine Nanostring Immune-Oncology (IO) panel used for the validation cohort. To summarize, the data from the validation cohort reinforces the unique gene findings in the discovery cohort.

Next, we validated expression of key genes at the protein level with IHC (Figure 3M). 

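In the pyoderma biopsies, *CXCL10* was counted 3160 times in case 1 and 2936 times in case 2, far above background. Normalized counts were 3463 (95% Poisson limits 3343 to 3586) and 3034 (2925 to 3146). Under all 9 scalings both pyoderma biopsies lay above the CPV biopsy, at 1963 normalized counts with housekeeping scaling, and below the EM biopsy. These are RNA counts of whole biopsies, while Supplementary Figure S2 shows protein staining, with CXCL10 in the epidermis. CCLE, MLE and healthy skin were not analysed here, so the counts show that *CXCL10* was present and do not test upregulation.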

We found *CXCL10*, a gene associated with inflammatory responses, to be highly upregulated in many CID conditions including CCLE, MLE, and pyoderma (Supplementary Figure S2). We also found low levels of *IL17* expression, a gene involved in the immunopathogenesis of DLE (15), in CCLE (Supplementary Figure S3).

Last, we used hierarchical clustering to again organize by disease status (Figure 4A). Advanced Cell Type Analysis confidently predicted an increase in the number of B cells, T cells, Cytotoxic cells, Mast cells, and Neutrophils (Figure 4B). Of these, DLE had a significant increase in B cells (*p* < 0.0001), T cells (*p* < 0.0001), and cytotoxic cells (*p* < 0.0001). EL had a significant increase in T cells (*p* < 0.0001) and cytotoxic cells (*p* < 0.0001). Pemphigus had a significant increase in neutrophils (*p* < 0.0001). We performed IHC using canine IgG antibody to detect the presence of B cells/plasma cells and secreted antibodies in tissues and found strongest staining in CCLE (Figure 4C). Taken together, the data shows the upregulation of specific genes in a patient is correlated with an increase in infiltration of corresponding immune cell types, either by predicted chemokine-mediated recruitment or due to the presence of the cells themselves (i.e., cell-specific transcripts).

**Figure 4:**
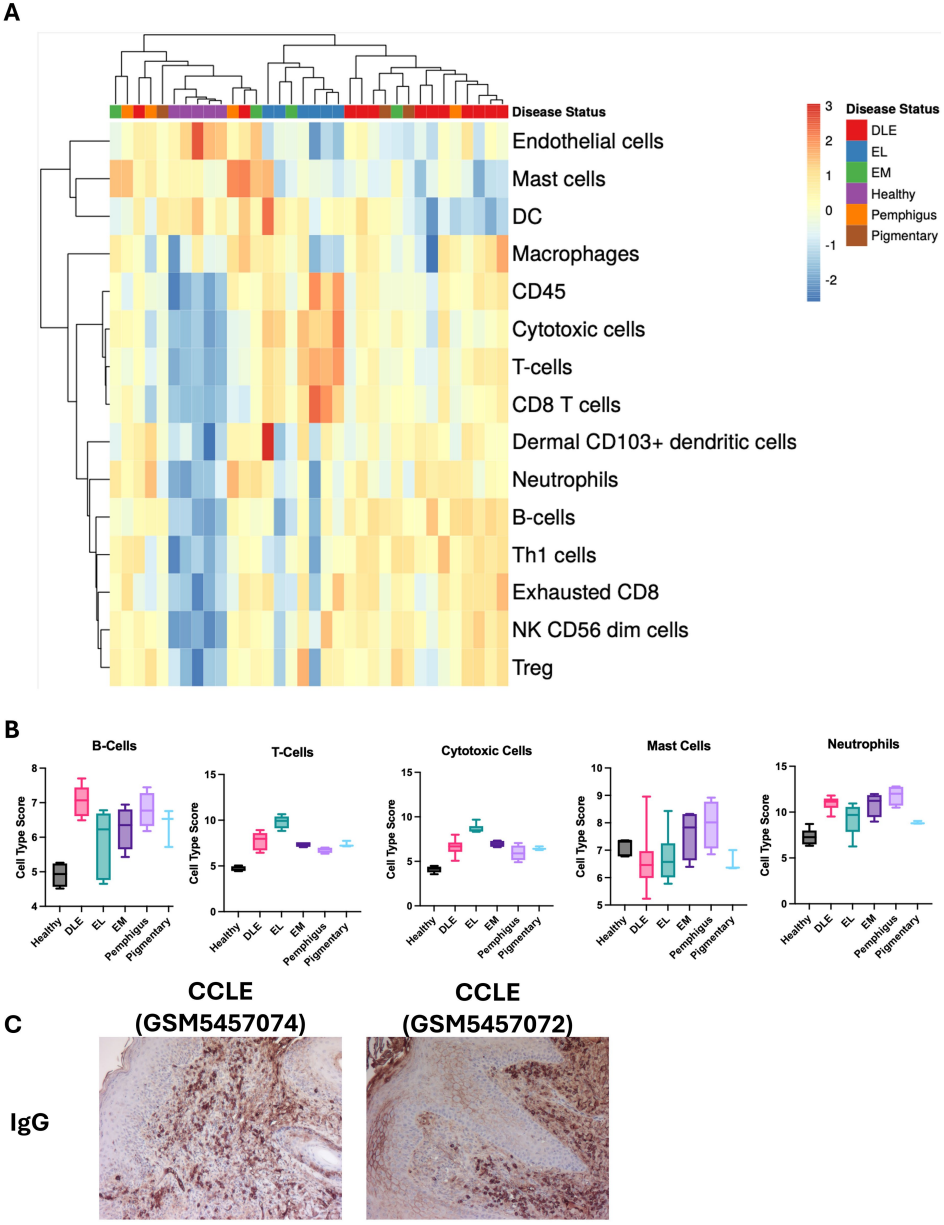
Examination of cell type signatures detected in different clinical subtypes of CID in dogs. **(A)** Heatmap of cell type profiling data from CID cases and healthy skin. **(B)** Graphs demonstrating enrichment of specific cell types in each condition (one-way ANOVAs with Tukey’s posttests ns). **(C)** Example canine IgG staining on histology sections from CCLE confirms the presence of B cells/plasma cells (10× magnification).

## Discussion

To avoid a trial-and-error period in treatment responses for CID patients, attacking specific molecular signatures may prove to be a more beneficial treatment plan. For patients diagnosed with DLE, *IFNG*, which was found in this study to be upregulated in this disorder, has been implicated in the pathogenesis of cytotoxic interface dermatitis and has been shown to increase keratinocyte sensitivity to cell mediated cytotoxicity in inflammatory skin conditions through JAK/STAT signaling (16). *IFNG* is uniquely and highly upregulated in human DLE as compared to other forms of CLE (17). Inhibiting *IFNG* using the monoclonal antibody AMG 811 improved gene signature scores in human trials of DLE (18). Harvey et al. (19) recently demonstrated that the JAK inhibitor oclacitinib is effective for CLE in dogs. It would also be interesting to test whether a caninized *IFNG* antibody would be efficacious for DLE in dogs, given the half-life of biologics tends to be longer.

For patients diagnosed with EL, *TRAT1*, a T cell-specific gene, could be a promising treatment avenue as this gene was found to be uniquely expressed and significantly upregulated in this disorder, which makes sense given the tumor is T cell-derived (11). *FOXO3A*, a gene known to possess tumor suppressor properties (20), was found to be significantly downregulated in EL. Currently, treatment avenues of EL patients besides chemotherapeutic agents include oclacitinib, glucocorticoids, and retinoids like Isotretinoin for countries where it is approved for veterinary use (21). However, pivoting disease management in EL toward upregulating *FOXO3A* could potentially serve to better control this disorder. Such medications could include metformin which, although considered to be a metabolic drug, could treat EL given its ability to stimulate AMPK-dependent expression of *FOXO3* (22). In mice, a study found that small doses of metformin selectively kill cancer cells (23). For EL patients, the effects of combining metformin with chemotherapy may vary depending on the type of chemotherapy. With chemoradiotherapy, treatment results and toxic side effects worsened in human patients taking metformin (24). Meanwhile, with adriamycin-cyclophosphamide plus paclitaxel (AC-T) chemotherapy, metformin reduced toxic effects such as oral mucositis in human patients (25). Given these varying results, further testing on the effects of metformin on chemotherapy patients should be investigated to safely administer this drug to EL patients.

We also found the potential for *CXCL8* to be a used for a targeted treatment plan given its unique expression in pemphigus patients in our meta-analysis. *CXCL8* has previously been reported by us and others to be elevated in pemphigus versus healthy control skin (12, 26). In this study, we also found a high neutrophil presence in pemphigus affected canines. CXCL8 is a known chemoattractant of neutrophils in inflammation that activates the G protein-coupled receptors CXCR1 and CXCR2 (27). Additionally, the other DEG we identified, *CSF3R*, is crucial for the formation of neutrophils through granulocyte progenitor maturation (28). Currently topical and systemic corticosteroids like glucocorticoids with or without azathioprine (29), or steroid-sparing agents besides azathioprine such as cyclosporine (30), oclacitinib (31), and mycophenolate mofetil (32) are used to treat canine pemphigus foliaceus and vulgaris (33). Based on our data, it may prove to be more effective to turn to other medications like ladarixin, which targets the interleukin-8 receptors *CXCR1* and *CXCR2*, or other small molecule inhibitors (34), to reduce the recruitment of neutrophils and reverse inflammatory processes (35–37). Furthermore, treatments like B-raf inhibitors that inhibit MAPK, a pathway vital to CSF3R upregulation, can be investigated and applied to pemphigus patients (38).

Additionally, *PECAM1*, a cell adhesion molecule, was found to be significantly downregulated in all CID disorders in this meta-analysis. This gene helps to maintain and restore the integrity of endothelial cell junctions after inflammation, a process contributing to vascular homeostasis (39). Low levels of *PECAM1* could increase vascular permeability, allowing numerous inflammatory cytokines to enter a patient’s vascular system (40), increasing the risk of vascular failure. Therefore, by targeting specific genes such as *IFNG*, *TRAT1* and *CXCL8*, this may help to control inflammation within these CID disorders.

Limitations of our study include small sample sizes, limited gene expression panels as compared to omics approaches and retrospective sample analyses. We were unable to identify unique gene expression in EM, likely due to the size of our panels, the heterogeneity of etiology, and differences in disease severity. Future studies could perform prospective collections and veterinary clinical trials testing the drugs we have discussed for the indicated CID conditions. If successful, these drugs could also be translated to human clinical trials.

To conclude, we identified shared and unique genes expressed in different CID conditions in client-owned dogs. We also identified recruitment of B-cells, T-cells, cytotoxic cells, and neutrophils suggesting differences in cells infiltrating in each of the separate CID conditions, contributing to the clinical inflammation patterns of CID patients. Validating *IFNG*, *TRAT1*, *CXCL8*, and *CSF3R* in a larger cohort would further reinforce the unique genes discovered, allowing them to be used for the development of a diagnostic tool and targeted treatment options in canines. Future implications include providing and enabling clinicians to use targeted treatment using these gene signatures in combination with current clinical approaches for CIDs.

## Materials and methods

### Study design

The main aim of this study was to discover unique gene signatures in different clinical presentations of CID using RNA isolated from diagnostic archival tissue biopsies.

### Ethics approval and consent to participate

At the time the veterinary patients were observed, samples were deposited with written owner consent in the Colorado State University Veterinary Diagnostic Laboratory or the Tufts Cummings School of Veterinary Medicine biorepository.

### Clinical samples

Samples were obtained as part of routine medical care under the guidance of a veterinarian at the Foster Hospital for Small Animals at Cummings School of Veterinary Medicine, spanning the years 2011–2019. Skin biopsies from the biorepositories were selected based on pathology reports. H&E sections were reexamined by a board-certified veterinary pathologist to confirm diagnoses and absence of obvious infectious disease, and clinical notes were reexamined by a board-certified veterinary dermatologist. Healthy control skin samples were obtained from leg margin biopsies from amputations. For the validation cohort, eight EL samples were obtained from the Colorado State University Veterinary Diagnostic Laboratory, seven of which yielded enough RNA for downstream analyses. Cases were reviewed by a board-certified veterinary pathologist to confirm diagnosis.

### Isolation of RNA from FFPE blocks

Thirty micrometers curls were cut from FFPE blocks. Using the Qiagen FFPE RNeasy kit, RNA was isolated per the manufacturer directions. RNase Zap was used to treat razor blades, excess paraffin was removed, and sections were incubated with deparaffinization solution (Qiagen). RNA was isolated using RNEasy FFPE kits per the manufacturer protocol and samples were quantified using a Nanodrop spectrophotometer (Fisher Scientific).

### Nanostring cartridge and processing

A custom designed Nanostring canine gene panel of 160 genes including cytokine, chemokine, and immune genes, as well as skin and immune cell specific transcripts was created as previously described (10). We used *B2M*, *RPL13A*, *CCZ1* and *HPRT* as housekeeping genes for this study. 

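In the 4 biopsies analysed here, *B2M* was counted between 70244 and 115986 times, *RPL13A* between 7818 and 20018 times and *HPRT1* between 493 and 585 times. No target was paired with *CCZ1*, so the other 3 genes were used. Their geometric mean gave scaling factors of 0.821 for EM, 1.11 for CPV, 1.10 for pyoderma case 1 and 1.03 for pyoderma case 2. After scaling, the highest biopsy exceeded the lowest by 1.67-fold for *B2M*, 1.90-fold for *RPL13A* and 1.37-fold for *HPRT1*. *B2M* was highest in CPV and *RPL13A* was highest in EM, so the 3 genes did not move together. The geometric mean of the positive control probes, which the scaling did not use, ranged over 1.79-fold between biopsies.

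**Figure D2:**
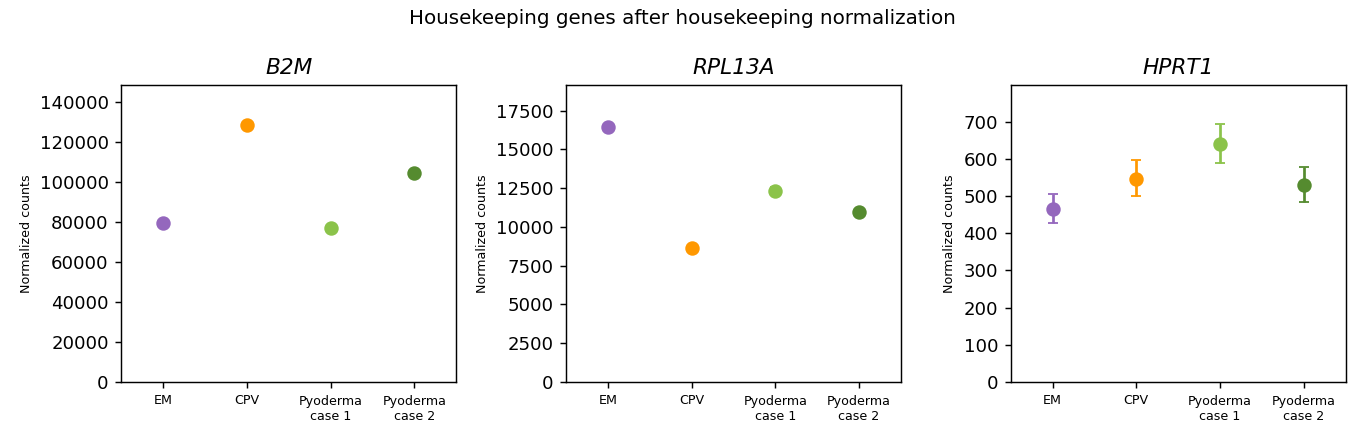
Normalized counts (linear axes from 0) of *B2M*, *RPL13A* and *HPRT1* after housekeeping scaling in the EM, CPV and pyoderma biopsies, 1 point per dog, with bars for the 95% Poisson limits. *B2M* runs from 76982 to 128575, *RPL13A* from 8667 to 16440 and *HPRT1* from 466 to 641 normalized counts.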

For the validation cohort, the NanoString canine Immune-Oncology (IO) panel was used. RNA (150 ng/assay) was hybridized for 18 h using a Bio-Rad C1000 touch thermal cycler, and samples were loaded into Nanostring cartridges and analyzed with a Sprint machine according to manufacturer’s instructions. New gene expression data are deposited on GEO under Accession # GSE213087 and GSE268931.

### Data analysis and statistics

nSolver, NanoString’s software, was used for all NanoString analysis, and GraphPad Prism was used to plot raw counts. Advanced analysis was used for the “cell Type Score,” a summary statistic of the expression of the marker genes for individual cell types found for each set of marker genes by taking its geometric mean of the log2-transformed normalized counts. These cell Type Scores were validated by NanoString against FACS and IHC (41). Heatmaps were generated using ClustVis software (42) and Venn diagrams were generated using BioVenn software (14). Normalized counts were graphed and analyzed using GraphPad Prism. Normality tests were performed to determine which tests were most appropriate, and One-way ANOVAs were used to examine normally distributed data, and the Kruskal–Wallace tests were used to examine non-normally distributed data, with *post hoc* tests to examine *p*-value differences between groups. A statistically significant difference was considered as *p* < 0.05.

### Immunohistochemistry (IHC)

The IHC was performed on 5 μm sections using anti-IFN-*γ* (catalog # 363576; US Biological), anti-IL17 (catalog # 140996; US Biological), anti-CXCL8 (catalog # 141074; US Biological), anti-CXCL10 (catalog # 140923; US Biological), anti-Foxo3a (catalog # F9049-30Q; US Biological), anti-canine IgG (catalog # 7316; Novus Biologicals) or isotype control (Biolegend catalog # 910801) at 1:100 dilution using a Dako automated slide staining machine. All sections were counterstained with hematoxylin. H&E images were taken using an Olympus BX51 microscope with Nikon NIS Elements software version 3.10, and IHC images were taken using an Olympus BX40 microscope with cellSens Entry software version 1.14 and a Zeiss Axio Imager M1 with AmScope software.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary material.

# Supplementary material for: Evaluating biomarkers in canine cytotoxic interface dermatitis reactions to account for clinical and histopathological similarities and differences
**Source:** Front Vet Sci. 2025 Jan 22;11:1471590. doi: 10.3389/fvets.2024.1471590
**Supplement:** Supplementary file 1

**
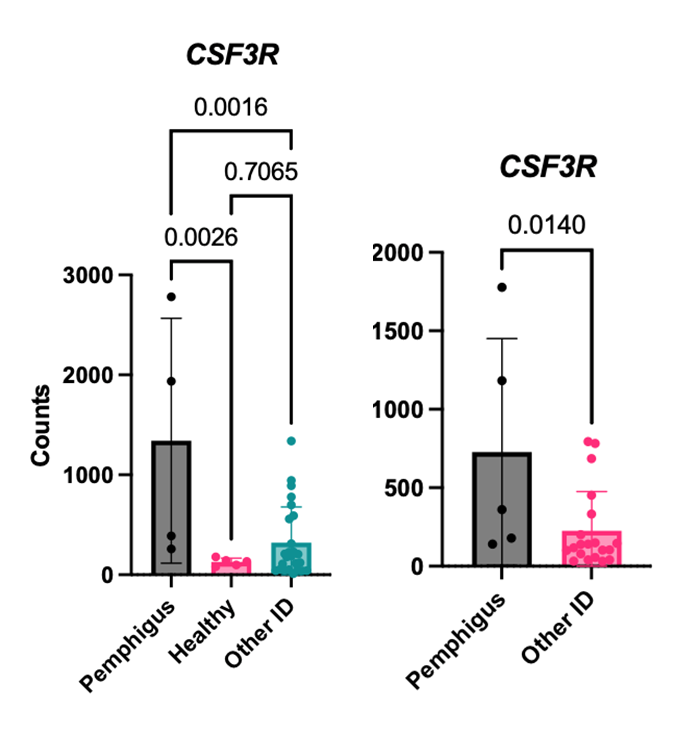
**

**Figure S1.** Significance of *CSF3R* in the discovery and validation cohorts (one-way ANOVAs with Tukey's posttests significant as indicated).

# Supplementary material for: Evaluating biomarkers in canine cytotoxic interface dermatitis reactions to account for clinical and histopathological similarities and differences
**Source:** Front Vet Sci. 2025 Jan 22;11:1471590. doi: 10.3389/fvets.2024.1471590
**Supplement:** Supplementary file 2

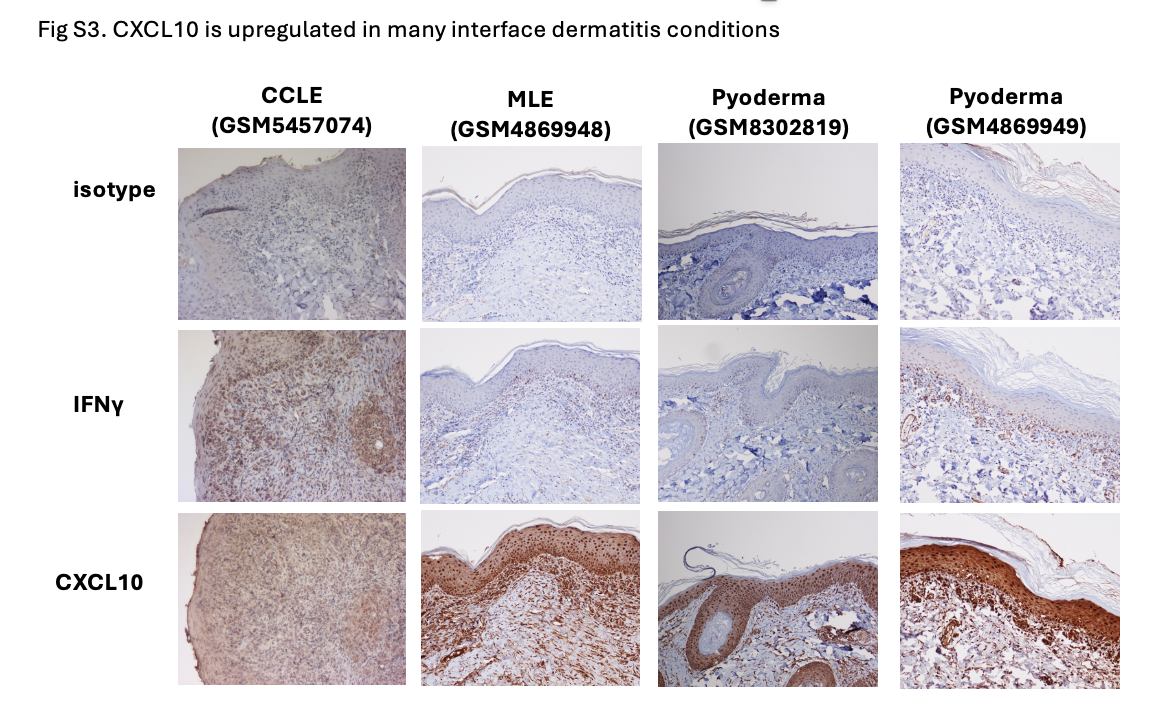

**Figure S2.** Isotype, IFN-γ, and CXCL10 staining in histology sections from CCLE, MLE, and pyoderma. CXCL10 is upregulated in the epidermis of many CID conditions, whereas IFN-γ is more uniquely expressed in DLE.

# Supplementary material for: Evaluating biomarkers in canine cytotoxic interface dermatitis reactions to account for clinical and histopathological similarities and differences
**Source:** Front Vet Sci. 2025 Jan 22;11:1471590. doi: 10.3389/fvets.2024.1471590
**Supplement:** Supplementary file 3

*
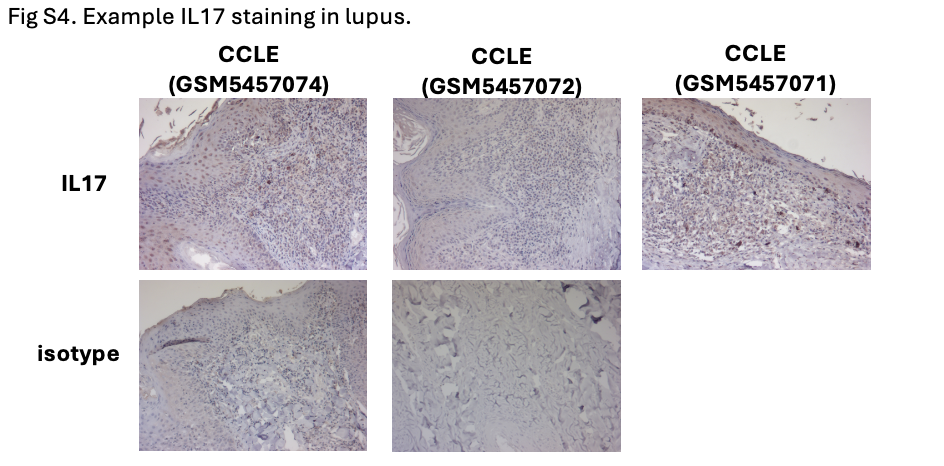
*

**Figure S3.** IL17 and isotype staining in histology sections from CCLE demonstrating low levels of IL17 staining, evaluated using subjective qualitative analysis.

How the deposited data were processed for this re-analysis (not part of the article)

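Skin biopsies of 4 dogs were analysed, 1 with EM, 1 with CPV and 2 with pyoderma (cases 1 and 2 of Table 1). The EM dog is case 2 in Table 1 and case 4 in the deposited labels, and its diagnosis and signalment match in both. Healthy skin and the other CID cases were not analysed here.

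The authors isolated RNA from formalin-fixed, paraffin-embedded curls, hybridized it to the custom NanoString panel, read the cartridges and deposited 1 raw count file per dog. The deposited values are whole counts per probe with no normalization, and their positive control probes still differed by 1.79-fold between dogs. Each file held 160 targets, 6 positive control probes and 8 negative control probes. Counts over all targets ran from 517282 to 808877 per dog, with a median of 599096. Background was the mean + 2 SD of the negative control probes of each dog, and 129 targets exceeded it in all 4 dogs while 9 did so in none. The precision of a count was taken as its 95% Poisson interval, which covers counting error only.

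Targets are named by RefSeq transcript. A symbol was found, with versions ignored, for 72 of the 160 in a RefSeq gene table of the UU_Cfam_GSD_1.0 assembly, which was used for names only. The other 88 targets entered every fit without a name. Of 42 genes the paper names, 14 were paired with a target.

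Counts were scaled by the geometric mean of *B2M*, *RPL13A* and *HPRT1*, 3 of the 4 housekeeping genes the authors name, since no target was paired with *CCZ1*. Log2 values had a pseudocount of 1. The EM dog was compared with the 3 other dogs by edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3), with library sizes set by the housekeeping factors, no filter on low counts and Benjamini-Hochberg adjustment over all 160 targets at 0.05. The lone EM dog was assumed to vary like the comparatives. Standard errors were derived as the absolute log2 fold change over the square root of the F statistic, so they hold no spread between EM dogs. The test was tested on simulated data, in 20 runs of 160 targets of which 30 were changed. With a dispersion of 0.05 it recovered 94.1% of 8-fold and 68.9% of 3-fold changes with 0.5 false calls per run, and with a dispersion of 0.3 it recovered 39.4% and 5.36% with 0.1 false calls. The common dispersion of the real counts was 0.327. Every simulated target had the same dispersion, whereas the spread of the real targets differed, so these rates need not hold for the real counts. Comparisons of single genes are values per dog, with the mean and SD of the 3 comparatives, since an exact permutation test cannot go below 0.25. Clustering used correlation distance and average linkage on log2 normalized counts scaled to unit variance per target. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for the rest.

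The genes named in the text are the genes the paper names in its results, on Figures 1A,B or in Figure 3, the housekeeping genes, and targets with at least 50 counts in at least 1 dog that were among the 5 with the largest or smallest log2 difference where EM lay outside the comparatives, the 5 highest in both pyoderma dogs or the 5 highest in CPV. *TYR*, *COL1A1*, *KRT5*, *KRT14*, *KLK7* and single cell type markers are named in addition, the first 5 after their values were seen. That rule, the comparison of EM with the comparatives, its settings and its alternatives were chosen before the data were examined, apart from scaling by the positive control probes, by the median of ratios or without 1 housekeeping gene in turn, which were added afterwards. The 9 scalings compared are the housekeeping scaling, edgeR's TMM, the median of ratios, the panel total, the counts as deposited, the positive control probes and the 3 sets of 2 housekeeping genes. Other alternatives were filters at 20 counts, pseudocounts of 0.5 and 10, subtraction of background, each comparative left out, DESeq2 1.42.0 and a fit with 3 groups.

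The paper does not list the markers behind Figure 4B, so a list of candidate markers was drawn up here. Cell type scores were not computed, because at most 1 candidate of each cell type was paired with a target. These were *MS4A1* for B cells, *KLRD1* for cytotoxic cells, *MS4A2* for mast cells, *CEACAM1* for neutrophils and none for T cells. Whether a candidate is specific to its cell type was not tested.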

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

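The limit given below was chosen after the count was seen. *IL17A* (NM_001165878.1) was counted 50 times in the biopsy of pyoderma case 2 and 6, 7 and 12 times in EM, CPV and pyoderma case 1, all within the background of those biopsies. It was singled out because it is a signal above background in a sample for which the paper does not report *IL17A*. Pyoderma case 2 was highest under all 9 scalings. The lower 95% Poisson limit of the count was 37.1, above the highest negative control probe of that biopsy, 16, but the gene was picked for lying above background, so this is no separate test, and probe background and a transcript of *IL17A* cannot be told apart by it. A real difference between this dog and the others, in the disease, the lesion or the sampled tissue, stays open and was not tested, and the other pyoderma dog does not share it.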

How the results depend on the processing

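The comparison of EM with the 3 comparatives gave 0 targets past the threshold in edgeR's quasi-likelihood test, with 6 targets at an unadjusted p under 0.05. It also gave 0 under edgeR's TMM, the panel total, the counts as deposited, both filters at 20 counts, subtraction of background, DESeq2 (11 unadjusted) and the 5 scalings added after seeing the data (the positive control probes, the median of ratios, and each of *B2M*, *RPL13A* and *HPRT1* left out). Unadjusted counts over the edgeR alternatives ran from 5 to 14. Leaving out 1 comparative at a time gave from 0 to 2 targets, and the 2 came without the CPV biopsy; the fit with 3 groups, EM minus pyoderma, also gave 2. They are the targets NM_001002987.2 and XM_005628934.3. NM_001002987.2 rests on pyoderma case 2, with 5537 counts, and without that biopsy its log2 fold change changed sign from −3.30 to 1.75. For XM_005628934.3 it was −1.81 without that biopsy in place of −3.40.

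For single genes, 33 were recomputed under 14 alternatives, giving 462 log2 differences between EM and the comparatives. Of these, 421 moved by less than the SD of the comparatives. Leaving out 1 comparative cannot move a value by that much, so those alternatives were bound to count as unmoved. A wide SD also passes large moves. XM_003639053.4, with an SD of 2.76, counted as unmoved at −2.59 without pyoderma case 2, against −1.16. The tally is therefore no measure of stability. *IFNG* moved by more than its SD under 7 alternatives, from −0.77 with the panel total to −1.63 after subtraction of background. *MC1R* did so under 6, from 1.37 with a pseudocount of 10 to 2.70 after subtraction of background. Neither changed sign. The sign changed in 20 values of 6 genes. For *HPRT1*, a gene of the scaling itself, EM lay below all comparatives at −0.29, and it was 0.17 with the panel total, 0.10 with the counts as deposited and 0.029 without *RPL13A*; these alternatives shift every gene alike, which gives the cause. The other 17 values are of 5 genes for which EM lay within the range of the comparatives, so their direction was not resolved to begin with. *CCL21* (−0.12) changed sign under 7 alternatives, up to 0.43 without pyoderma case 1, *IL12B* (−0.27) under 4, up to 0.50 without CPV, *CCL3* under 3, up to 0.18, and *B2M* (−0.35) under 2, up to 0.12, both with the panel total. The target XM_003639053.4 went from −1.16 to 0.17 without CPV.

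In the clustering the closest pair, CPV and pyoderma case 1 at a distance of 1.17, was the same pair without the log scale, with a filter at 20 counts and with the counts as deposited. With Euclidean distance on unscaled values it was EM and pyoderma case 1, at a distance of 14.3, and the cause was not tested. The pseudocount does not enter the edgeR test, the filters do not change the difference of a single gene, and no cell type score could be made, so these alternatives were not run. No paired analysis was possible because EM and CPV have 1 dog each. Depth limits genes near background, such as *IL17A* and *CCL27*, whose lowest counts lie within background.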

Other observations

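All tests in this part were chosen after the results were seen. *IFNG* was lowest in the EM biopsy. The choice of scaling as the cause of the order is argued against because EM was lowest under 9 of 9 scalings. Counting error stays open: the upper limit of EM in normalized counts, 44.7, lay under the lowest of the comparatives' lower limits, 54.0, but the intervals were separate under only 4 of the 9 scalings. A difference between single dogs, or between biopsy sites or lesion stages, stays open and was not tested, as does one between EM and the comparatives.

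*COL1A1*, a dermal collagen gene, differed 32.1-fold between the highest and the lowest biopsy, *KRT14* 6.66-fold, *KRT5* 4.02-fold and *KRT1* 2.43-fold. *COL1A1* was lowest in CPV (4310 normalized counts) and highest in pyoderma case 2 (138520), and with housekeeping scaling the order of the 4 biopsies for *COL1A1* was the reverse of that for each of the 3 keratin genes. Under all 9 scalings CPV was lowest for *COL1A1* and highest for *KRT14*. Scaling cannot produce this, since the log2 ratio of *COL1A1* to *KRT14* within a biopsy was lower in CPV than in the lowest of the others by a difference of −4.42. A larger share of epidermis in the CPV section was tested with *KLK7*, an epidermal protease gene, which differed by −0.75 on the log2 scale between CPV and the mean of the others. This lies within the SD of 0.78 of the others. With housekeeping scaling, pyoderma case 2, at 3143 normalized counts, lay below CPV at 3252. In the counts as deposited CPV was lowest, at 2934 against 3042 in pyoderma case 2. The order of these biopsies thus followed the scaling, and *KLK7* does not decide whether the CPV section held more epidermis. A difference in tissue share and one in collagen or keratin expression cannot be told apart.

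*DCT* and *MC1R*, genes of melanocytes, were highest in the EM biopsy, with 258 and 83.8 normalized counts against at most 54.3 and 31.0 in the comparatives. The choice of scaling is argued against, since the smallest log2 ratio of *DCT* in EM to the highest comparative was 1.84 over the scalings. As a hypothesis, the EM section may hold more melanocytes: *TYR*, another melanocyte gene, had 66.5 normalized counts in EM and 38.2 ± 17.9 (SD, n = 3) in the comparatives and was also highest in EM under 9 of 9 scalings, though above the highest comparative by as little as 0.08 on the log2 scale. A difference in coat or skin pigmentation between dogs stays open and was not tested.

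Few of the candidate cell type markers were among the targets paired with a symbol, and no single candidate measures a cell type. *MS4A1* had 57.5 normalized counts in EM and 85.4 ± 33.8 (SD, n = 3) in the comparatives, *KLRD1* 46.8 and 82.5 ± 23.1, *MS4A2* 204 and 297 ± 289, and *CEACAM1* 315 and 1309 ± 676. *CEACAM1* was lowest in EM and highest in CPV under all 9 scalings. As a candidate whose specificity was not tested, it does not show fewer neutrophils in EM. *KLRD1* was lowest in EM with housekeeping scaling but not in the counts as deposited, where pyoderma case 1 had 51 and EM 57. For *MS4A1* and *MS4A2* the EM value lay within the range of the comparatives with housekeeping scaling. No explanation of these values was tested.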
